# Sexually dimorphic sail feathers in the Mandarin duck as a model for lifelong developmental modulation

**DOI:** 10.1038/s41598-025-20446-3

**Published:** 2025-10-21

**Authors:** Pin-Chi Tang, Hsu-Chen Cheng, Gee-Way Lin, Yung-Chih Lai, Ya-Chen Liang, Ping Wu, Tzu-Chiao Lin, Chen Siang Ng, Isheng Jason Tsai, Ang Li, Wen Hsiung Li, Chih-Feng Chen, Cheng-Ming Chuong, Randall Widelitz

**Keywords:** Seasonal variation, Morphogenesis, Stem cells, Feather colors, Feather forms, Sex hormones, Feather cycling, Androgen, Estrogen, Morphogenesis, Pattern formation

## Abstract

Developmental processes extend beyond embryogenesis to support lifelong tissue adaptations. Avian feather follicles, with their resident stem cells and capacity for cyclic regeneration, provide a dynamic model for postnatal tissue remodeling. Here, we propose the Mandarin duck (*Aix galericulata*) as an ideal model to study lifelong developmental modulation, focusing on the sexually dimorphic “sail feather”—a secondary flight feather in males that undergoes seasonal transformation into a strikingly asymmetric, ornamented phenotype during the breeding season. We identified asymmetric morphogen expression in regenerating male sail feathers and used transcriptome and H3K27ac ChIP-seq to uncover male and female signaling pathways and regulatory elements. Comparative epigenomic profiling reveals enriched estrogen receptor binding motifs in females. Hormone profiling shows seasonal variation, with a marked rise in female estrogen levels preceding the mating season. These results imply Mandarin duck sail feathers integrate local morphogenetic programs, epigenetic regulation, and systemic hormonal cues to orchestrate sexually dimorphic and seasonally dynamic feather morphogenesis. This work establishes a framework for further mechanistic study of the interplay between regeneration, regional identity, and hormonal plasticity in a vertebrate integumentary system.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-20446-3.

## Introduction

The integument serves as a dynamic interface between organisms and their environment, requiring continuous adaptability for survival and reproduction. In amniotes, integumentary appendages, like hairs, feathers, and scales, arise from a shared pool of stem cells^1^, enabling cyclic renewal and continual morphogenesis in response to extrinsic environmental changes such as seasonal variations^2^. This adaptability is achieved through three key principles: periodic patterning for appendage generation, stem cell-based follicle renewal, and spatiotemporal specificity in appendage phenotypes^3–6^. Research on mammals, including humans, demonstrate that hair follicles can exhibit distinct cycling behaviors and characteristics that vary by region and age, influenced by hormonal and seasonal cues^6,7^ underscoring the integument’s utility as a model for studying post-embryonic developmental plasticity linked to stem cell regulation.

Birds exhibit remarkable diversity in feather phenotypes, making them ideal for investigating the regulation of these changes. Their feather follicles regenerate cyclically, yielding varied forms, colors, and rigidities that differ by body regions (natal, juvenile, adult). The primary developmental transition occurs post-hatching, replacing radially symmetric natal down with region-specific juvenile feathers after the first molt^8^. A series of secondary transitions provide further variations using specific regional factors and regulatory mechanisms, including morphogen gradients^4,9^, epigenetic switches^10^, and hormonal influences^11^, that orchestrate these transformations.

The Mandarin duck (*Aix galericulata*) exemplifies spectacular plumage changes, with downy and then juvenile feathers showing similarities between sexes, followed by seasonal pronounced sexual dimorphism at maturity^12^. Males develop extravagant feather morphologies and coloration, particularly during breeding season, while females retain juvenile characteristics. This is particularly notable for sail feathers, located at secondary remex 12 (the 12th secondary flight feather) on each wing^12^. This sexual dimorphism in feather morphology presents an excellent opportunity to investigate the genetic and hormonal drivers of cyclical, sex-specific feather development.

In this study, the Mandarin duck sail feather is proposed as a model for understanding lifelong developmental modulation. Here we explore the roles of morphogen expression as well as transcriptomic and epigenetic changes underlying these seasonal region-specific sexual dimorphisms by comparing male and female feathers located at remex11 (flight feathers) and remex 12 (sail feathers). We also explore the expression of genes in male Mandarin ducks that we previously showed are important in the formation of asymmetric feathering in chickens^4^. Indeed, the research reveals seasonal morphological changes in sail feathers and identifies asymmetric morphogen expression patterns in regenerating male feathers. Through RNA-seq and H3K27ac ChIP-seq analyses, sex-specific regulatory programs linked to WNT, retinoic acid and Sonic hedgehog (SHH) signaling pathways were uncovered in males, alongside female-specific enhancer elements associated with estrogen receptor motifs in females. Additionally, circulating sex hormone levels were monitored over 42 months, highlighting seasonal estrogen peaks before feather molts. This comprehensive framework illustrates how diverse feather forms arise from a shared stem cell population, influenced by both localized and systemic regulatory factors. Although further investigation is needed to establish causal relationships, this study establishes the Mandarin duck as a suitable model for examining lifelong integumentary plasticity.

## Results

### Multi-layered environmental regulations contribute to the extraordinary morphogenesis of asymmetric forms and colors in male Mandarin Duck sail feathers

Mandarin duck (*A. galericulata*) downy, juvenile, and adult plumage development was observed across different life stages (Fig. 1a-d, c’). Initially, young males and females exhibit similar downy feathers (Fig. 1a). During the primary transition to juvenile feathers, regional characteristics develop, although these remain largely comparable between sexes (Fig. 1b). Then secondary transitions in adult male plumage produce annual cycles of eclipse and breeding phases (Fig. 1d), where distinct sexual dimorphisms emerge (Fig. 1c, c’). Adult breeding season male and female sail (remex 12) and adjacent flight (remex 11) feathers are shown (Fig. 1e, f). Male sail feathers emerging on each side of the wing midline at remex 12 (sail feather) are notably enlarged and asymmetrical in size, shape, and color compared to remex 11 (secondary flight feather; Fig. S1). Male sail feathers play an important role in attracting a female mate ^[12]^ (Fig. 1f). Female feathers in equivalent positions maintain their smaller, symmetrical feathers which retain cryptic patterns (Fig. 1e). To characterize the asymmetric sail feather form, we compared rachis diameter and barb length of female (Fig. 1e’; *n*=6) and male feathers (Fig. 1f’; *n*=12) along their lateral blue and medial brown branches (Fig. 1e, f). The rachis was thickest in the proximal region (males: 0.14 +/- 0.03 cm, females: 0.18 +/- 0.04 cm in diameter, 1.29 times higher in females) and tapered distally (males: 0.02 +/- 0.02 cm, females: 0.05 +/- 0.02 cm, 2.5 times higher in females). Lateral blue vane branches showed slight variations in length from proximal (males: 0.96 +/- 0.1 cm, females: 0.87 +/- 0.11 cm, 1.1 times higher in males) to middle (males: 1.17 +/- 0.10 cm, females: 1.40 +/- 0.12 cm, 1.25 times higher in females) to distal (males: 0.82 +/- 0.20 cm, females: 1.28 +/- 0.07, 1.56 times higher in females) regions. In contrast, medial brown vane branch length varied widely between males and females from the proximal (males: 1.80 +/- 0.40 cm, females: 1.16 +/- 0.15, 1.55 times higher in males) to middle (males: 5.75 +/- 0.50 cm, females: 1.87 +/- 0.20 cm, 3.075 times higher in males) to distal (males: 2.04 +/- 0.50 cm, females: 1.91 +/- 0.33, 1.07 times higher in males) regions (Fig. 1e, f’). Multi-layered environmental regulations contribute to sexually dimorphic fan-shaped morphology.

**Fig. 1:**
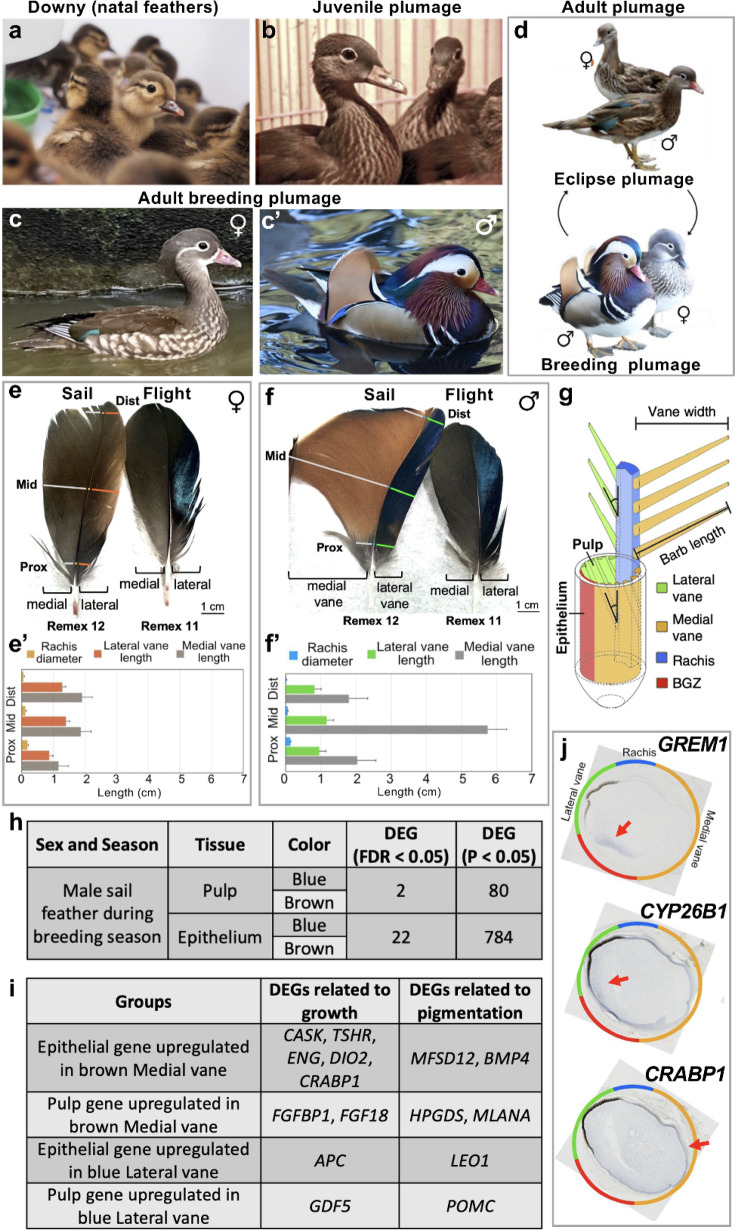
The extraordinary feather cycling of Mandarin ducks and differentially expressed genes in male Mandarin duck sail feathers. (**a-c**,** c’**) The plumage of duckling (**a**), juvenile (**b**) and sexually dimorphic adult males (**c**) and females (**c’**). (**d**) The molting cycle of eclipse plumage (top) and breeding (bottom) plumage. Seasonal photoperiod variation leads to feather molting and subsequent replacement. In adult males, this allows for colorful feathers in winter and spring followed by muted colors in summer and fall. (**e**,** f**) Images showing the adult male and female sail feather (the 12th secondary flight feather, remex 12) and the neighboring secondary flight feather (remex 11) during breeding season. The width of proximal (Prox), middle (Mid) and distal (Distal) asymmetric lateral blue and medial brown vanes were measured. (**e’**,** f’**) The average lateral blue and medial brown vane lengths and rachis thickness were calculated with standard deviations for females (*n* = 6) in (**e’**) and males (*n* = 12) in (**f’**). (**g**) Schematic drawing of feather follicle^4^. BGZ (barb generative zone). (**h**) DEGs between the male sail feather medial brown and lateral blue vanes were found in the epithelium and pulp. (**i**) DEGs known to regulate feather asymmetry or pigmentation. (**j**) In situ hybridization performed only on asymmetric male sail feathers during breeding season showing the distributions of *GREM1*, *CYP26B1* and *CRABP1*. Locations of the rachis (blue), lateral blue vane (green), medial brown vane (yellow) and barb generative zone (red) are indicated. Arrows point to positive signals.

### Asymmetric morphogen expression in Mandarin Duck sail feathers

To explore the molecular mechanisms for asymmetry in breeding season male sail and secondary flight feathers, we conducted a transcriptome analysis on dissected medial brown and lateral blue vane epithelium and dermis using two replicate biological samples for each of the 4 types of tissue (Fig. 1f, g). This analysis revealed 80 (Table S2) differentially expressed genes (DEGs) in the dermal pulp and 784 DEGs (Table S1) in the epithelium (*p* < 0.05) (Fig. 1h). 

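RNA was sequenced from 8 libraries of growing male sail feathers (remex 12), collected about 4 weeks after plucking. Each of the 4 tissues, medial brown vane epithelium, lateral blue vane epithelium, medial brown vane pulp and lateral blue vane pulp, had 2 libraries, which the labels call independent biological replicates. The paper's methods also name the neighbouring flight feather among those plucked for RNA-seq, while the labels name the sail feather alone, and the samples are described here by their labels. The epithelium holds the keratinocytes that build the barbs, and the pulp is the mesenchymal core that carries the vessels. Single reads of 75 nucleotides were aligned with STAR 2.4.1d and counted with HTSeq 0.6.0 by the authors, who then compared brown with blue in each tissue with edgeR. The paper's methods name 2 sequencer models without saying which library was run on which, so a batch could not be tested. The authors' deposited tables, 1 per tissue, give a logFC (log2 of medial brown over lateral blue), a logCPM (log2 of the average CPM, the read count scaled to library size), a P and an FDR for each gene model at P under 0.05. A positive logFC means a higher level in the medial brown vane. The tables hold no value per library, so the depth of each library and the spread between its 2 replicates are unknown and no comparison could be refitted. Every logFC, P and FDR given here is therefore the authors' value and rests on 2 libraries per group. From these values the number of genes tested, the rank of each gene by P, the fold on the linear scale and the average CPM were computed, and the directions of listed genes were counted and compared. The genes that did not reach P under 0.05 are not in the tables, so enrichment against all genes tested could not be computed.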

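More of the listed gene models were higher in the lateral blue vane than in the medial brown vane in each tissue. In the epithelium 502 were higher in the lateral blue vane and 282 in the medial brown vane (two-sided exact binomial test against equal shares, p = 3.46e-15). In the pulp 58 were higher in the lateral blue vane and 22 in the medial brown vane (two-sided exact binomial test, p = 7.01e-05), although genes are not independent replicates. Of the 22 epithelial gene models at an FDR under 0.05 in the authors' deposited table, 15 were higher in the medial brown vane and 7 in the lateral blue vane (two-sided exact binomial test, p = 0.134). The authors' deposited table names 13 of them. Those higher in the medial brown vane include TNNC1 (troponin C of muscle; 199-fold), MMP16 (a membrane-bound matrix metalloproteinase; 166-fold), AVPR1A (a vasopressin receptor; 113-fold), ACVRL1 (a receptor of the TGF-beta family; 80.0-fold) and HMCN1 (a matrix protein, hemicentin; 35.1-fold), which also has gene models in the opposite direction. SLC18A1, a vesicular monoamine transporter, had a logFC of 3.70 in the authors' deposited table. Higher in the lateral blue vane were GKN2 (a gastrokine; 74.7-fold), ATP2B1 (a calcium pump of the plasma membrane; 45.5-fold) and TJP1 (the tight junction protein ZO-1; 13.1-fold). AVPR1A, GKN2 and ATP2B1 had low levels, at 2.35, 3.99 and 5.29 average CPM, against 32.7 for TNNC1 and 69.3 for MMP16. Their folds are therefore less certain. In the pulp 2 gene models had an FDR under 0.05, both higher in the lateral blue vane, of which POMC, the precursor of melanocyte-stimulating hormone, is named. The P and FDR columns of the authors' deposited tables give 12419 genes tested in the epithelium and 13397 in the pulp. At P under 0.05, chance alone would list 621 and 669.9 of them if P were evenly spread without any effect. The epithelium's list is 1.26 times and the pulp's 0.119 times as long as that. A pulp list this short means that P in the pulp were not evenly spread. Such counts therefore do not show that a pulp gene falls below chance.

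**Figure D1:**
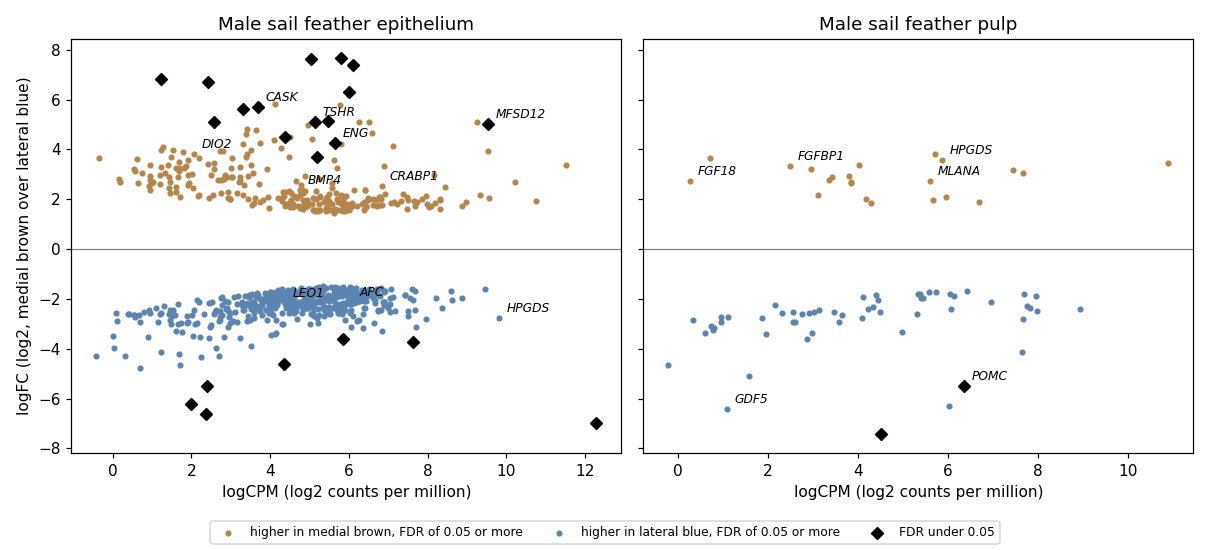
The logFC (log2, medial brown over lateral blue) against the logCPM (log2 CPM) of each gene model in the authors' deposited tables, for the epithelium (left) and the pulp (right). Points above 0 are higher in the medial brown vane and points below 0 in the lateral blue vane; black diamonds mark the 22 and 2 gene models at an FDR under 0.05.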

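In the epithelium, all or most table members of the lists for RNA processing, centrosomes, membrane tethering and cell division had a higher level in the lateral blue vane, each at an unadjusted P under 0.05 and none at an FDR under 0.05 in the authors' edgeR comparison. All 41 listed genes of RNA splicing and mRNA processing in the table were higher there (two-sided Fisher's exact test against the other named genes, adjusted p = 1.51e-06 over 21 list comparisons). The genes of a list are not independent replicates and were measured in the same libraries, 2 per group. This p and those of the other lists therefore do not measure the spread between libraries. The authors' deposited table gives a logFC of -3.37 for NSRP1, a splicing regulator, and -3.16 for PNN, a nuclear speckle protein. Of these 41, 12 passed an FDR of 0.05 adjusted over the list alone and 0 over all genes tested by the authors' edgeR comparison, all 41 being at an unadjusted P under 0.05. Of 31 genes of centrosome and cilium, 29 were higher in the lateral blue vane (Fisher's exact test, adjusted p = 0.00321; 0.300 among genes at P under 0.02), 1 adjusted over the list alone and 0 over all genes tested in the authors' table. All 13 genes of the list of golgins and membrane tethers, which also holds proteins of the endoplasmic reticulum and endosomes, were higher there (Fisher's exact test, adjusted p = 0.0231; 0.325 among genes at P under 0.02), 5 adjusted over the list alone and 0 over all genes. The authors' deposited table gives -3.40 for RRBP1, a ribosome-binding protein of the endoplasmic reticulum, and -2.37 for GOLGA4, a golgin. Of 19 genes of cell cycle and mitosis, 18 were higher in the lateral blue vane (Fisher's exact test, adjusted p = 0.0308; 0.0564 when all gene models are counted and 0.300 among genes at P under 0.02), 1 adjusted over the list alone and 0 over all genes. The authors' deposited table gives -3.00 for KIF23, a kinesin of cytokinesis, -2.96 for CENPF, a centromere protein, and -2.76 for SMC2, a condensin subunit.
Lists written here for RhoA signaling, ubiquitination, protein folding and DNA damage, which are not the gene sets that the study used, did not pass the test of direction. That test does not measure enrichment. Of 16 listed genes of RhoA signaling and the actin cytoskeleton, 8 were higher in each vane (Fisher's exact test, adjusted p = 0.228). The authors' deposited table gives -2.44 for MYH10, a nonmuscle myosin. In the ubiquitin-proteasome list 7 of 8 were higher in the lateral blue vane (Fisher's exact test, adjusted p = 0.350), among them the ubiquitin ligase NEDD4 (logFC -2.36 in the authors' deposited table). With most symbols in that direction, a list of 7 or 8 symbols could not pass toward it. Even 8 of 8, in the list of tight junctions and cell polarity, had an unadjusted p of 0.058 by Fisher's exact test. The results of the ubiquitin-proteasome and unfolded protein response lists therefore decide nothing. The unfolded protein response list had 6 of 7 (Fisher's exact test, adjusted p = 0.457), the list of heat shock proteins and their DNAJ partners 10 of 12 (adjusted p = 0.390), and the ATM and DNA damage list 10 of 11 (adjusted p = 0.157), where 67.3% of all symbols lay in that direction. In these 5 lists 0 genes passed adjusted over the list alone and 0 over all genes tested in the authors' edgeR comparison, each listed member being at an unadjusted P under 0.05.
The gene models at the ends of the range carry no symbol. The authors' deposited table places Mandarin_00043200 205-fold higher in the medial brown vane (FDR = 1.8e-08) and Mandarin_01516600 125-fold higher in the lateral blue vane (FDR = 6.56e-05), the latter at 5013 average CPM. The lists were written after Tables S1 and S2 had been read and include genes seen there. Neither their directions nor the counts adjusted over a list alone are therefore independent evidence.

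**Figure D2:**
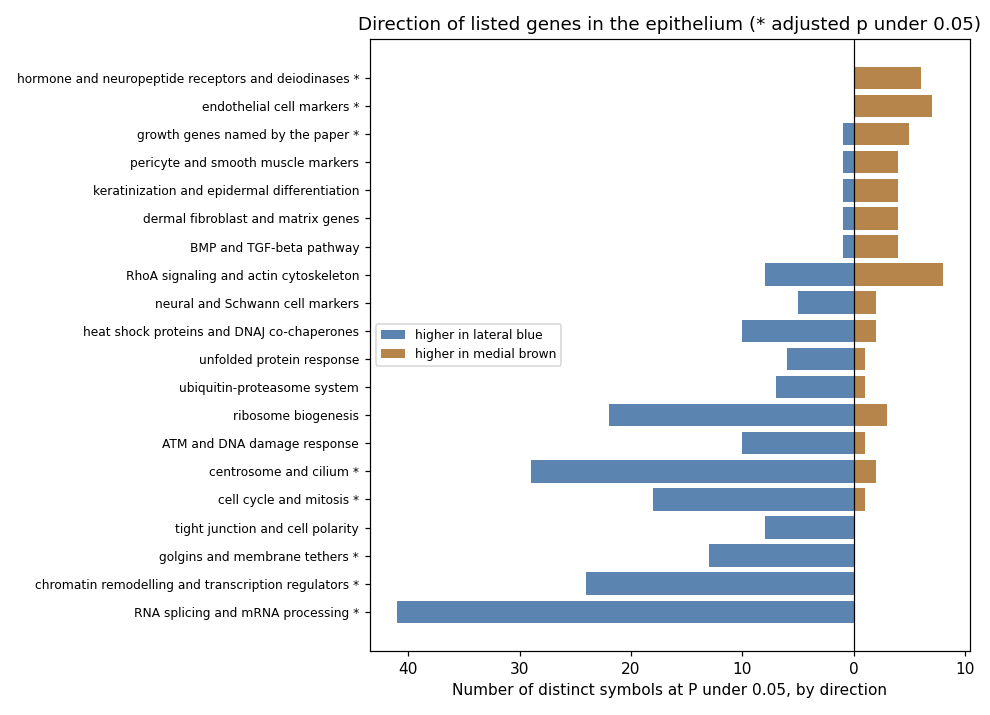
Number of listed genes higher in the medial brown vane (right of 0) and in the lateral blue vane (left of 0) of the epithelium, for each of the 20 gene lists with at least 5 symbols in the authors' deposited table. All 41 genes of RNA splicing and mRNA processing lie on the lateral blue side.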

The epithelium showed a log fold change (logFC) ranging from 7.68 for the medial brown vane to -6.96 for the lateral blue vane (Table S1), with gene ontology terms indicating involvement of aldosterone signaling, protein ubiquitination, and RhoA signaling, unfolded protein response, and Ataxia-Telangiectasia and Mantle Cell Lymphoma signaling. 

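The pulp differences were led by the lateral blue vane, where the gene model Mandarin_00734500, which carries no symbol, was 172-fold higher at 22.7 average CPM (FDR = 1.57e-06 in the authors' deposited table). At the medial brown end, Mandarin_01669000, also unnamed, was 14.1-fold higher at 52.5 average CPM (P = 0.00342, FDR = 1 in the authors' deposited table). With the authors' edgeR comparison 0 gene models of the pulp were higher in the medial brown vane at an FDR under 0.05, and 22 were at an unadjusted P under 0.05. Of the 80 gene models, 77 have an FDR of 1 in the authors' deposited table. The pulp and epithelium tables share 5 gene models, where chance overlap would give 4.68 to 5.05. SPOCK3, a proteoglycan of the matrix, had the same direction in both, with a logFC of -2.57 in the epithelium and -2.50 in the pulp in the authors' deposited tables, while another gene model with that symbol had the opposite direction in each tissue. Of the 5, 2 had the same direction and 3 the opposite (two-sided exact binomial test, p = 1).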

In the pulp, the logFC varied from 3.81 to -7.43 (Table S2). 

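In the pulp, 44 of the 55 symbols were higher in the lateral blue vane, and the members of the lists for contractile cells, cartilage and nerve lay in that direction too. All 6 listed pericyte and smooth muscle genes in the table did so. Of the other named genes, 38 lay in that direction and 11 in the other, so even 6 of 6 could not pass a test against them. The test therefore decides nothing here (two-sided Fisher's exact test, adjusted p = 0.385). Of the 6, 0 passed adjusted over the list alone and 0 over all genes tested in the authors' edgeR comparison, all 6 being at an unadjusted P under 0.05. The authors' deposited table gives a logFC of -3.34 for P2RX1, an ATP-gated channel of smooth muscle, -2.80 for CSRP1, an actin-associated LIM protein, and -2.41 for PDLIM7, another LIM protein. For the actin cytoskeleton it lists ACTG2, a smooth muscle actin, 5.29-fold and MYH11, a smooth muscle myosin, 5.10-fold higher in the lateral blue vane (P = 0.0105 and P = 0.0221 in the authors' deposited table). All 3 cartilage and joint genes in the table, GDF5, COL10A1 and CHAD, were higher in the lateral blue vane; the authors' deposited table gives -3.07 for COL10A1, a collagen of hypertrophic cartilage, and -1.70 for CHAD, a cartilage matrix protein. Of these 3, GDF5 passed adjusted over the list alone and 0 passed over all genes tested. CLDN11, a claudin, was the sole tight junction gene in the table, at -2.52 (P = 0.0201 in the authors' deposited table). All 4 listed neural genes in the table lay in the same direction, with -3.62 for NPTX1, a neuronal pentraxin, and -2.64 for STMN4, a stathmin, in the authors' deposited table. The identifier of STMN4 lies 2 steps from that of POMC, which had the same direction. Lists with fewer than 5 symbols in a table were not tested. The lists were written after the paper's Table S2 had been read. Neither their direction nor passing over a list alone is therefore independent evidence.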

The top 5 gene ontology terms were tight junction signaling, agranulocyte adhesion and diapedesis, clathrin-mediated endocytosis signaling, osteoarthritis pathway, and actin cytoskeleton signaling.

In the medial brown and lateral blue epithelium and mesenchymal pulp, genes controlling growth may lead to feather asymmetries (Fig. 1i). Elevated genes in the medial brown epithelium (Table S1) include *CASK* (Calcium/calmodulin-dependent serine protein kinase; LogFC = 5.68), *TSHR* (thyroid-stimulating hormone–receptor; logFC = 5.11), *ENG* (Endoglin; logFC = 4.25), *DIO2* (Iodothyronine Deiodinase 2; logFC = 3.81), and *CRABP1* (Cellular retinoic acid binding protein 1; logFC = 2.53) (Table S1). 

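CASK, a scaffold kinase, TSHR, the receptor of thyroid-stimulating hormone, and ENG, a co-receptor of the TGF-beta family, were among the 10 epithelial gene models with the lowest P. They were 51.4-fold, 34.5-fold and 19.0-fold higher in the medial brown vane at 12.8, 35.3 and 50.0 average CPM. The authors' deposited table gives them an FDR of 0.000514, 0.000136 and 0.000418. CASK and TSHR carry neighbouring identifiers, in a run with MFSD12 and HMGB2 of which all 4 were higher in the medial brown vane. Neighbours mostly had the same direction in this tissue, so CASK and TSHR may not count as independent genes, also within the lists. DIO2, which activates thyroid hormone, was 14.0-fold higher at 4.18 average CPM and ranked 658 by P (P = 0.0409, FDR = 0.691 in the authors' deposited table). CRABP1, which binds retinoic acid in the cytoplasm, was 5.79-fold higher at 115 average CPM and ranked 129 (P = 0.00508, FDR = 0.488 in the authors' deposited table). Evenly spread P would place 508 genes at or below the P of DIO2 and 63.0 at or below that of CRABP1. Whether P in the epithelium were evenly spread without an effect could not be checked, since genes at P of 0.05 or more are not listed. A different gene model with the symbol CASK is in the pulp table, 10.3-fold higher in the lateral blue vane at 1.51 average CPM (P = 0.0180 in the authors' deposited table).
All 6 listed hormone and neuropeptide receptors and deiodinases in the epithelium table were higher in the medial brown vane (two-sided Fisher's exact test against the other named genes, adjusted p = 0.00479). The authors' deposited table gives a logFC of 4.24 for TACR3, a tachykinin receptor, and 3.50 for VIPR1, a receptor of vasoactive intestinal peptide. Of the 6, 4 passed adjusted over the list alone and 2 over all genes tested in the authors' table. ENG is also a marker of endothelial cells, and all 7 listed endothelial markers in the table were higher in the medial brown vane (Fisher's exact test, adjusted p = 0.00254), 3 adjusted over the list alone and 2 over all genes tested. The authors' deposited table gives 4.38 for SHE, an adaptor protein, and 3.28 for TEK, the angiopoietin receptor. Among listed markers of other pulp cells, 4 of 5 for pericytes and smooth muscle and 4 of 5 for dermal fibroblasts and matrix were higher in the medial brown vane, which did not pass the test (Fisher's exact test, adjusted p = 0.0666 for each list). Of 7 neural and Schwann cell markers, 2 were higher there (Fisher's exact test, adjusted p = 1), and 3 of 4 immune and 0 of 1 cartilage markers were. In these 5 lists, 1 fibroblast gene, COL14A1, passed adjusted over the list alone. It was higher in the lateral blue vane (logFC -4.35 in the authors' deposited table), against the direction of the other 4. In the same lists 0 genes passed over all genes tested in the authors' edgeR comparison, each at an unadjusted P under 0.05. Both skeletal and cardiac muscle markers in the table, TNNC1 and MYOZ2, a sarcomere protein, were also higher there, too few for a test; 2 passed adjusted over the list alone and 1 over all genes tested. Of the 6 growth genes that the paper names in this tissue, 5 were higher in the medial brown vane (Fisher's exact test, adjusted p = 0.0412; 0.0972 among genes at P under 0.02), with CASK, TSHR, ENG, CRABP1 and the lateral blue gene APC passing adjusted over the list alone, DIO2 not passing, and 3 passing over all genes tested. The study chose these genes from this comparison, so neither their direction nor their passing over the list alone is independent evidence. The other lists were written after Table S1 had been read, so neither their directions nor their counts adjusted over the list alone are independent evidence. From genes such as these, the paper proposes that the control of growth may lead to the asymmetry of the vanes.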

In mice, nuclear CASK regulates keratinocyte proliferation in basal epithelial cells and hair follicles^13^. The binding of Thyroid stimulating hormone to TSHR and ENG induces cultured human skin keratinocytes and fibroblasts to proliferate^14,15^. 

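APC, a scaffold of the complex that degrades beta-catenin, was 4.34-fold higher in the lateral blue vane epithelium at 67.8 average CPM. It ranked 284 by P of 12419 genes tested (P = 0.0152, FDR = 0.663 in the authors' deposited table). Evenly spread P would place 189 genes at or below that P. Of the 74 genes listed for the WNT pathway, 4 are in the epithelium table and 0 in the pulp table. CAMK2D, a calcium-dependent kinase, and CCDC88C, which binds Dishevelled, were higher in the lateral blue vane, with a logFC of -1.91 and -1.90 in the authors' deposited table. RSPO4, an R-spondin that amplifies WNT signals, was higher in the medial brown vane, with a logFC of 3.39 (P = 0.0176 in the authors' deposited table). Of these 4, 0 passed adjusted over the list alone and 0 over all genes tested in the authors' edgeR comparison, all 4 being at an unadjusted P under 0.05. The list had too few symbols in the table for a test of direction, and it was written after Table S1 had been read, so the split is not independent evidence.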

Genes elevated in lateral blue vane epithelium include *APC* (Adenomatous polyposis coli; logFC = -2.12), which is essential for hair development^16^ and may inhibit β-catenin-mediated cell proliferation, potentially leading to shorter barb lengths. Within the medial brown pulp (Table S2), *FGFBP1* (Fibroblast growth factor binding protein 1, logFC = 3.32) and *FGF18* (Fibroblast growth factor 18; logFC = 2.71), which are associated with keratinocyte proliferation in mouse and human skin, are expressed. 

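FGFBP1, a secreted carrier of FGFs, was 10.0-fold higher in the medial brown vane pulp at 5.57 average CPM, and FGF18, a ligand, was 6.55-fold higher at 1.20 average CPM. They ranked 47 and 77 of the 80 gene models by P (P = 0.0224 and P = 0.0476, each with an FDR of 1, in the authors' deposited table). Evenly spread P would place 300.6 and 637 genes at or below these P among the genes tested in the pulp, though P in the pulp were not evenly spread. They were the sole members in the pulp table of the 40 genes listed for the FGF pathway, of which 0 are in the epithelium table. FGFBP1 is also listed among markers of epithelial cells, and all 4 such markers in the pulp table were higher in the medial brown vane. The authors' deposited table gives a logFC of 3.38 for EHF and 2.78 for ZNF750, transcription factors of epithelia, and 2.00 for ESRP1, an epithelial splicing factor. Of these 4 markers and of the FGF genes, 0 passed adjusted over the list alone and 0 over all genes tested in the authors' edgeR comparison, each at an unadjusted P under 0.05. Both lists had too few symbols in the table for a test of direction and were written after Table S2 had been read, so they are not independent evidence.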

FGF18 suppresses the transition of murine hairs from telogen to anagen^17–20^. Down-regulation of FGF18 with siRNA promotes hair growth^21^. FGFBP1 controls FGF activity by carrying FGFs to their appropriate receptors^22^. In feathers, FGFs promote feather production while configuring the proximal-distal feather axis^23,24^. 

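GDF5, a ligand of the BMP family that acts in joint and cartilage development, had the third lowest P of the genes tested in the pulp. It was 85.7-fold higher in the lateral blue vane, at 2.13 average CPM, among the lowest levels of the genes named here (P = 0.000165, FDR = 0.735 in the authors' deposited table). Evenly spread P would place 2.20 genes at or below that P, though P in the pulp were not evenly spread. Of the 60 genes listed for the BMP and TGF-beta pathway, GDF5 alone is in the pulp table, and it passed adjusted over the list alone but not over all genes tested in the authors' table. The list was written after Table S2 had been read, so this is not independent evidence.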

The lateral blue vane pulp expresses *GDF5* (Growth differentiation factor 5; logFC = -6.42). GDF5 promotes cultured mesenchymal stem cells to differentiate into extracellular matrix-forming fibroblasts^25^.

 Next, we evaluated genes underlying differences in medial-lateral vane pigmentation (Fig. 1i). In the medial brown vane, epithelial genes (Table S1) include *MFSD12* (Major facilitator superfamily domain containing 12; logFC = 5.01) and *BMP4* (Bone morphogenetic protein 4; logFC = 2.36). 

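MFSD12, a transporter of the lysosome and melanosome membrane, was 32.2-fold higher in the medial brown vane epithelium. Its level was high, at 742 average CPM, and it ranked 8 by P (FDR = 0.000348 in the authors' deposited table). BMP4, a secreted growth factor, was 5.12-fold higher at 27.1 average CPM and ranked 403 by P (P = 0.0230, FDR = 0.691 in the authors' deposited table). Evenly spread P would place 285 genes at or below that P. MFSD12 carries an identifier next to those of HMGB2, CASK and TSHR, and all 4 were higher in the medial brown vane. HMGB2, a chromatin protein chosen here after its values were seen, had a logFC of 2.06 (P = 0.00850 in the authors' deposited table), while another gene model with that symbol had -2.83 in the same table. Of the 40 genes listed for melanocytes and melanin synthesis, 2 are in the epithelium table, MFSD12 and HPGDS, in opposite directions; both passed adjusted over the list alone and 1 over all genes tested in the authors' table. Of 5 BMP and TGF-beta genes in the table, 4 were higher in the medial brown vane (two-sided Fisher's exact test, adjusted p = 0.0666; 0.0322 when all gene models are counted), among them ID4, an inhibitor of differentiation and target of BMP signals (logFC 2.09 in the authors' deposited table). Of these 5, ACVRL1 and ENG passed adjusted over the list alone and over all genes tested, and both are also among the listed endothelial markers. These lists were written after Table S1 had been read, so neither their directions nor passing over a list alone is independent evidence.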

BMP4 via interactions with Agouti and MFSD12 regulate pheomelanin synthesis^26,27^ to produce brown pigments. 

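The gene model with the symbol LEO1 was 4.55-fold higher in the lateral blue vane epithelium at 20.7 average CPM. It ranked 171 by P (P = 0.00771, FDR = 0.560 in the authors' deposited table). Evenly spread P would place 95.8 genes at or below that P. LEO1 is the symbol of a subunit of the Paf1 complex, which acts with RNA polymerase in transcription. The paper reads the symbol as Leopard, and only the symbol is given for this gene model. Among genes of chromatin remodelling and transcription regulation, all 24 listed genes in the table were higher in the lateral blue vane (two-sided Fisher's exact test, adjusted p = 0.000772; 0.148 among genes at P under 0.02). The authors' deposited table gives a logFC of -2.80 for NCOA7, a nuclear receptor coactivator, -2.34 for SMARCA2, an ATPase of the SWI/SNF complex, and -2.28 for TAF3, a subunit of TFIID. Of these 24, 0 passed adjusted over the list alone and 0 over all genes tested in the authors' edgeR comparison, all 24 being at an unadjusted P under 0.05. The list was written after Table S1 had been read, so its direction is not independent evidence.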

The lateral blue vane epithelium expresses *LEO1* (Leopard; log FC = -2.19) encoding Connexin 41.8 which promotes xanthophore – melanophore interactions^28^ that regulate zebrafish pigment stripe patterning^29^. In the medial brown vane dermal pulp, genes affecting pigmentation (Table S2) include *HPGDS* (Hematopoietic Prostaglandin D Synthase; logFC = 3.59) and *MLANA* (*MART-1*, melanoma-associated antigen recognized by T‐cell 1; logFC = 2.73). 

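HPGDS, which makes prostaglandin D, had the lowest P among the pulp gene models higher in the medial brown vane. It was 12.0-fold higher there at 58.6 average CPM (P = 0.000829, FDR = 1 in the authors' deposited table), and evenly spread P would place 11.1 genes at or below that P. MLANA, a melanosome protein of melanocytes, was 6.65-fold higher at 48.4 average CPM and ranked 9 by P (P = 0.00320, FDR = 1 in the authors' deposited table), where evenly spread P would place 42.9 genes. P in the pulp were not evenly spread, so these counts do not show that either gene falls below chance. In the epithelium the same gene model of HPGDS had the opposite direction, 6.88-fold higher in the lateral blue vane at 905 average CPM (P = 0.000865, FDR = 0.262 in the authors' deposited table). Of the 40 genes listed for melanocytes and melanin synthesis, 3 are in the pulp table, HPGDS, MLANA and POMC; all 3 passed adjusted over the list alone and 1, POMC, over all genes tested in the authors' table. The 4 listed markers of epithelial cells in the pulp table, EHF, FGFBP1, ZNF750 and ESRP1, were also higher in the medial brown vane, with a median logFC of 3.05 from the authors' deposited table. Both lists were written after Table S2 had been read, so neither these directions nor passing over a list alone is independent evidence.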

HPGDS potentially influences pigmentation^30^ and MLANA serves as a marker for early-stage melanogenesis^31^. 

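POMC, the precursor of the melanocortin peptides, was 45.3-fold higher in the lateral blue vane pulp at 81.8 average CPM. It had the second lowest P of the genes tested in that tissue (P = 1.32e-09, FDR = 8.86e-06 in the authors' deposited table), and evenly spread P would place 1.77e-05 genes at or below that P. The gene models next to it in the order of identifiers, chosen here after their values were seen, had the same direction. They are Mandarin_01251500, which carries no symbol, with a logFC of -4.66 (P = 0.0143), and STMN4, 6.23-fold higher in the lateral blue vane (P = 0.00871, both in the authors' deposited table).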

The lateral blue vane’s dermal expression of *POMC* (Pro-opiomelanocortin; logFC = -5.50) encoding an α‐melanocyte‐stimulating hormone (α‐MSH) precursor, impacts eumelanin and pheomelanin formation through MC1R (Melanocortin 1 receptor)^32^. POMC and MC1R have also been reported in chicken feathers^33^. This molecular framework elucidates the molecules behind the observed color differences in feathers.

We previously examined the spatial expression profile of several previously identified genes contributing to chicken asymmetric flight feather formation^4^. Feathers initially grow as cylinders and open at the site of the barb generative zone (BGZ). For symmetric feathers, the barb generative zone is opposite to the rachis and both barbs are of equal length. For asymmetric feathers, the barb generative zone is off center, so one branch is long while the other is short (Fig. 1g). Here, we examine their expression in breeding season male Mandarin duck sail feathers using in situ hybridization to localize factors involved in asymmetry. These genes include *GREM1* (Gremlin 1), *CYP26B1* and *CRABP1* (Fig. 1j). 

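GREM1, a secreted BMP antagonist, and CYP26B1, an enzyme that degrades retinoic acid, each have 0 gene models in the epithelium table and 0 in the pulp table, both of which list gene models at an unadjusted P under 0.05 from the authors' edgeR comparison. CRABP1 has 1 gene model in the epithelium table and 0 in the pulp table. Of the 25 genes listed for the retinoic acid pathway, 2 are in the epithelium table, CRABP1 and NRIP1, a nuclear receptor corepressor that was higher in the lateral blue vane (logFC -1.62, P = 0.0450 in the authors' deposited table). STRA6, a membrane receptor for retinol uptake, is the sole one in the pulp table and was 7.60-fold higher in the lateral blue vane (P = 0.0101 in the authors' deposited table). Its identifier lies 2 steps from that of Mandarin_00734500, the pulp gene model with the lowest P, which had the same direction. Of CRABP1, NRIP1 and STRA6, all at an unadjusted P under 0.05, 0 passed adjusted over the list alone and 0 over all genes tested in the authors' edgeR comparison. The tables do not show whether GREM1 and CYP26B1 were removed by a filter or were tested and had a P of 0.05 or more, so their levels are unknown. The list was written after Tables S1 and S2 had been read, so it is not independent evidence.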

Although *GREM1* and *CYP26B1* were not detected as DEGs in our transcriptome data (Tables S1 and S2), we suspect this is because the libraries used for RNA-seq were from whole developing feather and the relatively small area occupied by these genes was insufficient to be recognized. *GREM1*, a BGZ marker, is expressed toward the lower feather region, opposite to the rachis (arrow in Fig. 1j, top panel). *CYP26B1*, encoding a retinoic acid-degrading enzyme, is expressed lateral to *GREM1* (arrow in Fig. 1j, middle panel). *CRABP1* translocates retinoic acid to the nucleus and is upregulated in the medial brown vane epithelium (Fig. 1j, bottom panel). The combinatory effect of CRABP1 and CYP26B1 was postulated to create a retinoic acid gradient that facilitates the lateral expansion of GREM1 expression, which promotes the extreme medial brown vane asymmetric phenotype^4^.

### Differences of epigenetic profiles between male and female sail feathers analyzed by H3K27ac ChIP-seq

To identify the upstream regulation of male and female sail feather (remex 12) and secondary flight (remex 11) development, chromatin immunoprecipitation sequencing (ChIP-seq) against Histone H3 lysine 27 acetylation (H3K27ac), an active chromatin signature^34^, was performed on epithelial and mesenchymal (pulp) feather follicle components (Fig. 2a). Principal component analysis confirmed the consistency among the eight samples consisting of two biological replicate samples for male and female sail (remex12) and flight (remex11) feathers (Fig. S2). The ChIP-seq result identified sites of active promoters or enhancers on male or female sail (remex 12) feathers that might be involved in sexually dimorphic asymmetric feather shape and color. Differential peak analysis found 461 male-sail-specific H3K27ac peaks and 1,058 female-sail-specific H3K27ac peaks (Fig. 2b, b’). Genes whose transcription start site (TSS) fall within 1 kb of these peaks are likely downstream targets regulated by these promoter regions (Fig. 2c). These data show that in males, WNT/Calcium signaling (Fig. 2d, genes highlighted in red) and other pathways are up-regulated. Ingenuity Pathway Analysis (IPA) suggests that pathways enriched in males include Thio-Molybdenum Cofactor Biosynthesis (increases translation accuracy), WNT/Ca^2+^ pathway (organismal growth and development), RhoGDI signaling (activating guanine exchange factors affecting multiple aspects of cell behavior), and Assembly of RNA Polymerase I Complex (transcription regulation) (Fig. 2d’). For females, genes near promoters include Melatonin Degradation (seasonal rhythms), Caveolar-mediated Endocytosis Signaling (membrane trafficking), Assembly of RNA Polymerase III Complex (transcription regulation), and Glycogen degradation II and III (endocrine system development and function). Enriched transcription factor binding motifs lying upstream of H3K27ac peaks in male-specific sail feathers suggest β-catenin/WNT signaling (growth control), TGFβ, retinoic acid (control growth and differentiation), SHH (control growth, differentiation and patterning) and *SOX9* (control growth and homeostasis) might play a role in modulating downstream gene expression (Fig. 2e) and have profound effects on the growth, differentiation, and patterning of feather morphogenesis leading to seasonal dimorphisms^35–38^.

**Fig. 2:**
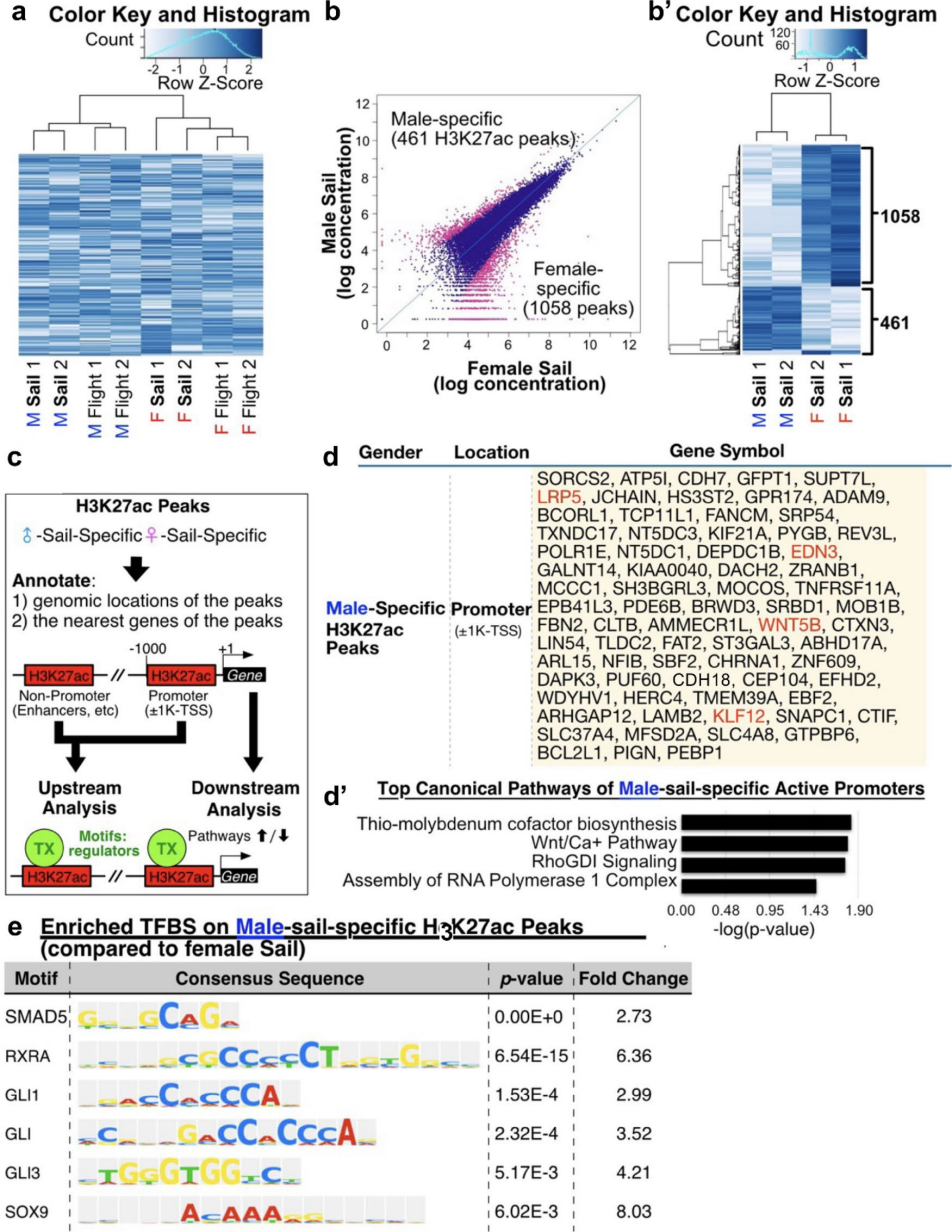
Analyzing sexually dimorphic sail feathers by comparing H3K27ac ChIP-seq data in male and female sail feathers. (**a**) Differentially enriched H3K27ac peaks (FDR < 0.05) between duplicate samples of male and female sail feathers (remex 12) and flight feathers (remex 11). (**b**,** b’**) Focusing exclusively on male and female sail feathers (remex 12), 1,058 peaks are present in female and 461 peaks are present in male sail feathers. (**c**) Diagram showing H3K27ac peaks indicate enhancers or promoters that drive expression of male-specific and female-specific peaks. From this data we can examine downstream gene expression by focusing on genes nearest to the peaks and also on upstream regulators by examining enriched transcription binding site motifs. (**d**) List of male-specific downstream genes expressed in our dataset that are closest to the H3K27ac peaks. Genes discussed are highlighted in red. (**d’**) Top canonical pathways identified in the analysis of male sail feather-specific peaks. (**e**) Enriched transcription factor binding sites found in the male sail feather-specific H3K27ac peaks.

### Differences of epigenetic profiles between sail and adjacent flight feathers analyzed by H3K27ac ChIP-seq

We further focus on body region gene expression differences by comparing sail feathers (remex 12) with neighboring secondary flight feathers (remex 11) in both males and females. In males, 390 peaks were identified. Hierarchical clustering showed 187 genes were enriched in sail feathers and 203 in male secondary flight feathers (FDR < 0.05) (Fig. 3a, a’). In females, a total of 227 peaks were identified with 100 peaks enriched in female sail feathers and 127 enriched in secondary flight feathers (Fig. 3b, b’).

**Fig. 3:**
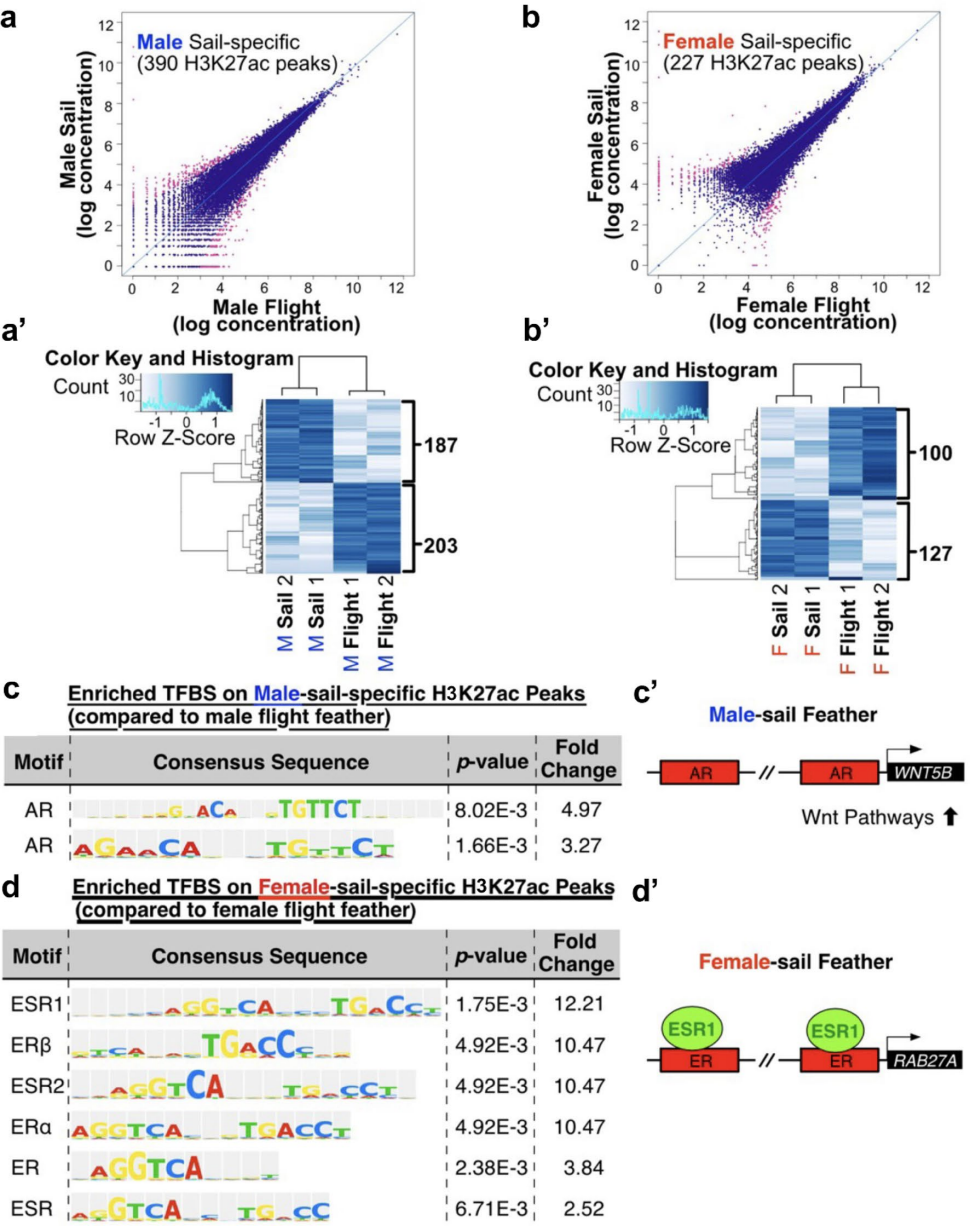
Comparison of H3K27ac ChIP-seq data, an active chromatin signature, between sail feathers (remex 12) and adjacent flight feathers (remex 11) in male and female Mandarin ducks. (**a)** Male sail feathers (remex12) compared to adjacent flight feathers (remex 11) show 390 H3K27ac peaks (FDR < 0.05). **(a’**) Among these 390 H3K27ac peaks, 187 are elevated in sail feathers (remex 12) and 203 are elevated in adjacent flight feathers (remex 11). (**b)** Female feathers (remex 12) compared to adjacent flight feathers (remex 11) have 227 H3K27ac peaks (FDR < 0.05). **(b’**) Among these 227 peaks, 127 are elevated in remex 12 and 100 are elevated in adjacent flight feathers (remex 11). (**c**) Enriched transcription factor binding sites (TFBS) in male sail feathers (remex 12) versus adjacent flight feathers (remex 11) show elevated binding to the Androgen Receptor (AR) in sail feathers. (**c’**) In male sail feathers, the AR binds close to the gene encoding Wnt5B which is involved in growth control. Schematic diagram of our data suggesting that binding to the AR leads to increased Wnt pathway activation. (**d**) Transcription factor binding site peaks elevated in female remex 12 versus remex 11 feathers show an enrichment for the Estrogen Receptor (ER) in remex 12. The ER binds close to the gene encoding RAB27A which leads to melanocyte transport into keratinocytes. (**d’**) Schematic diagram of our data suggesting that in females binding to the Estrogen receptor leads to increased RAB27A activation.

We then explored the enriched gene binding motifs in promoter regions of sail and secondary flight feathers, revealing a significant enrichment of androgen receptor (AR) in male sail feathers compared to flight feathers (p < 0.01, motif occurrence fold change > 2) (Fig. 3c and Table S3). Previous research indicates that activation of androgen pathways can induce hair growth in sexually mature adults^11^. The localization of AR binding motifs near the *WNT5B* gene (Fig. 3c’) correlates with a potential role for WNT signaling, which has been implicated in growth control^8^, to play a role in the development of male sail feather morphogenesis.

In female sail versus flight feathers, there is an enrichment of Estrogen receptors: (ESR1 (Estrogen receptor 1), ESRβ (Estrogen receptor β, ESR2 (Estrogen receptor 2), ERα (Estrogen receptor α), ER (Estrogen receptor) and ESR (Estrogen receptor)) (p < 0.01, motif occurrence fold change > 2) (Fig. 3d and Table S4). The binding motifs for ESRα and ESR1 are nearly identical as are the binding motifs for ESRβ and ESR2. The binding motifs for ER and ESR represent the common motifs for each of the estrogen receptors. Unlike androgens, estrogens suppress hair growth^39^. The estrogen receptor binding motif is located near the *RAB27A* gene, which is involved in melanosome binding to melanocytes for subsequent transfer to keratinocytes (Fig. 3d’)^40^. *RAB27A* expression correlates with a potential role in forming the lateral blue pigmentation observed in female remex 12 feathers.

### Seasonal variations in Circulating hormone during the breeding season in Mandarin ducks

To investigate the role of sex hormones in sex-dimorphic plumage, blood samples were acquired monthly from hens and drakes. Serum estradiol (Fig. 4a) and testosterone (Fig. 4b) levels were charted over 42-month period using the enzyme-linked immunosorbent assay (ELISA). Female estradiol levels peaked in March-April and remained elevated through June (Fig. 4a, red line), with distinct breeding periods identified following these peaks (Fig. 4a, pink bars). In contrast, male estradiol levels remained low with minor increases (Fig. 4a, blue line).

**Fig. 4:**
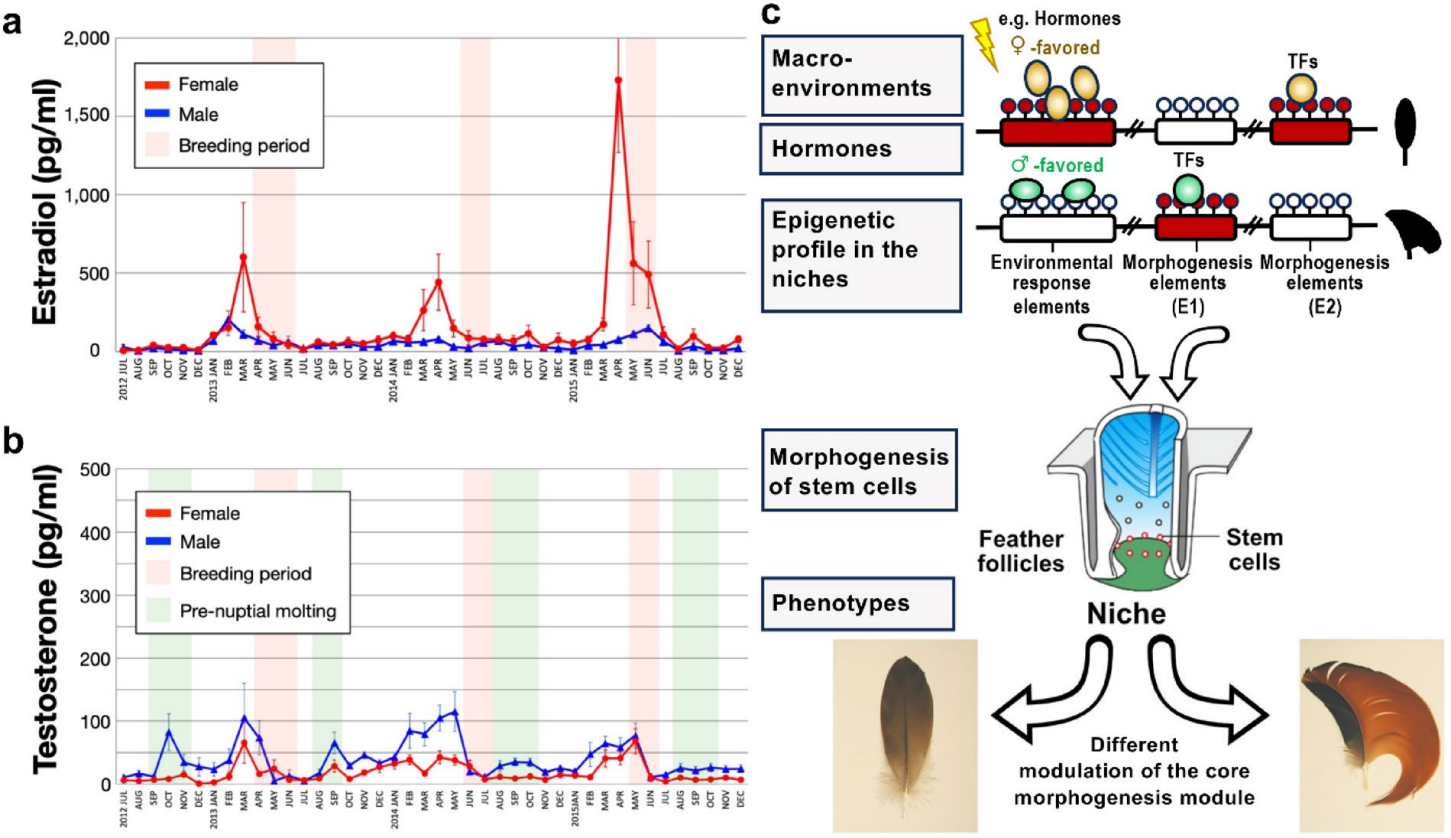
The development of sexually dimorphic feathers under the circulating hormone of Mandarin ducks. (**a**,** b**) Monthly measurements of circulating (**a**) estradiol and (**b**) testosterone in males (blue) and females (red) over a 42-month period. Breeding and egg-laying seasons are indicated (pink bands). Times of pre-nuptial molts (the left green band) and breeding periods (green) also are indicated. (**c**) Conceptual diagram showing how we perceive the multi-scale regulation of asymmetric sail feather morphogenesis during breeding season. Macro-environmental input may be interpreted as hormone levels that act on feather follicles. For instance, yellow ovals represent hormones from females while green ovals represent hormones from males. Epigenetic profiles of morphogens in follicles are different in male and female mandarin ducks (red versus white rectangle regions). Sex-favored transcription factors (TFs) (yellow versus green circles) bind to different morphogenesis elements (E2 versus E1). Therefore, morphogen expressions are different in the micro-environmental niches, guiding stem cells to form sexually dimorphic sail feather phenotypes (symmetric female sail feather versus asymmetric male sail feather). For the hormones and epigenetic profiles, we have identified candidates that are associated with the phenotypes in this study, paving the way for future causal experiments.

Testosterone levels exhibit seasonal variations, with female peaks occurring in March-May in different years (Fig. 4b, red line). While males also peak in these months, they have minor peaks in the fall that lead to breeding plumage development (Fig. 4b, blue line). Male drakes experience a testosterone peak prior to a fall molt, leading to breeding plumage development (Fig. 4b, green bars). Post-breeding, both sexes see a testosterone rise in late winter to spring, followed by a molt that results in eclipse plumage. These hormone level trends underscore the role of hormones in molting and the development of distinct male and female sail feathers. However, potential influencing environmental conditions (photoperiod, temperature, diet) that may influence hormone levels and molt timing have not yet been explored.

## Discussion

In this study, we develop a new animal model, the Mandarin duck, to investigate the regulatory mechanisms controlling sexual, seasonal and regional skin appendage morphology and pigmentation patterning. Remex 12, a secondary flight feather on each side of male Mandarin ducks, becomes an enlarged, asymmetric and brightly colored sail feather during mating season. It returns to a more symmetric feather with a muted pigmentation pattern outside of the mating season. Female feathers at remex 12 and male feathers at remex 11 maintain a small size with muted pigmentation throughout the year. Hence, feather follicle stem cells can form different feather phenotypes (form and color) that are modulated by sexual, seasonal and regional cues.

Our findings suggest that seasonal sexual dimorphism in sail feathers among males and females is influenced by hormone – receptor driven transcription factor activity (Fig. 4c). Systemic levels of androgens and estrogens peak before the breeding season, potentially influencing morphological and pigmentation features in specific regions of male and female birds. Hormone receptors are known to exhibit sex-dependent expression patterns and vary in their expression by region and timing. Notably, while progesterone and estrogen receptors are present during feather and skin growth, progesterone receptor levels decrease during barbule differentiation, whereas estrogen receptors persist^41^. Previous research indicates that estrogens enhance female feathering, whereas androgens do not promote male feathering^11,42–46^. Male ducks exhibit enlarged and asymmetric sail feathers due to androgen receptor activation of WNT, retinoic acid, and sonic hedgehog pathways, while female ducks produce eumelanin under estrogen receptor influence.

The cyclic regeneration of feathers offers insights into how epigenetic mechanisms can facilitate morphogenetic changes through the influence of sex hormones and seasonal variations^3,47,48^. Our results suggest that remex 12 feathers exhibit enriched sex hormone transcription binding sites in comparison to adjacent flight feathers, contributing to the observed seasonal variations of sexually dimorphic characteristics in sail feathers. In males, the medial brown branches express higher levels of genes involving epithelial growth (CASK, TSHR and ENG) that promote longer feather branches than the lateral blue side, while CRABP1 helps to establish the retinoic acid gradient guiding feather asymmetry. In contrast, the lateral blue branches express *APC* and *FGF18*, which may suppress epithelial proliferation. Differences in medial brown and lateral blue pigmentation are controlled by pheomelanin inducing genes (*MFSD12* and *BMP4*) on the medial side and eumelanin producing genes (*HPGDS*,* MLANA*, and *POMC*) on the lateral side.

Furthermore, H3K27ac ChIP-seq shows male sail feathers are significantly influenced by androgen receptors. Androgen receptor binding sites are located near WNT5B, suggesting WNT signaling is up-regulated in male sail feathers. The androgen signaling in barn owls promotes pheomelanin expression and suppresses eumelanin^49^, aligning with the distinctive coloration and size of sail feathers. In contrast, female sail feathers show significant involvement of estrogens. Estrogen receptor binding motifs are located near *RAB27A*, which might promote the darker pigmentation in female remex 12 feathers. While Tissue-specific DNA methylation may epigenetically regulate region-specific ESR1 expression in humans^50^.

Our findings indicate that androgen and estrogen receptors play crucial roles in feather morphogenesis and pigmentation. These findings lay the groundwork for further functional investigations into the regulatory frameworks underlying sexually dimorphic-, season- and region-specific feather morphogenesis. Differential expression of transcription co-factors may further influence regional cell sensitivity to hormonal signals.

### Limitations of the study and future works

Due to the limited number of sail feathers per Mandarin duck, we could not collect sufficient sample numbers to comprehensively assess the gene distribution identified in our RNA-seq and ChIP-seq studies across various developmental stages. While we aimed to analyze and compare the morphology of male and female sail (remex 12) and adjacent flight feathers (remex 11) during both breeding and non-breeding seasons, logistical challenges, including the availability of specimens and weather fluctuations, hindered our efforts. This also precluded our ability to perform functional tests on our genes of interest. We plan to continue sample collection and development of this research in future studies.

## Materials and methods

### Ethics statement and animals

All the Mandarin ducks (*A. galericultata*) used in this study were from the National Chung Hsing University (NCHU; Taichung, Taiwan) poultry farm. All experimental protocols were approved by the NCHU Institutional Animal Care and Use Committee (IACUC No. 103-43^R^). All methods were carried out in accordance with relevant guidelines and regulations. All methods were reported in accordance with ARRIVE guidelines.

### Measurements of rachis diameter and Vane widths

Male and female remex 12 (sail feathers) and remex 11 (flight feathers) were collected during breeding season. The rachis diameter and vane widths were measured in the regions indicated by the green and white lines. These represent the proximal, distal and middle point (the site of maximal width). Rachis diameter was measured with a micrometer at 20x magnification. Vane widths were measured without microscopic enlargement. All measurements for sail (remex 12) and flight (remex 11) feathers were collected from the same bird. We collected samples from 12 male and 6 female birds. Lateral vanes are the outer vanes found at the leading edge of an asymmetric sail or flight feather. Medial feather vanes are the inner vanes found at the trailing edge of a sail or flight feather.

### Paraffin section and in situ hybridization

Regenerating male sail feathers were plucked and fixed in 4% paraformaldehyde at 4 °C overnight, then serially dehydrated in alcohol, cleared in xylene, and embedded in paraffin. Cross sections were cut at 8 μm. Section in situ hybridization was performed as described^51^. Sections were rehydrated, acetylated and incubated with digoxigenin labelled probes overnight at 65 °C. Primers used to make the probes: d-GREM1-S: GCTATCCCTCCTCCTGACAAG, d-GREM1-AS: CTTCCTAGGGGGCTGAAGCTC; d-CRABP1-S: GTCAACGCCATGCTCAGGAA, d-CRABP1-AS: CGGTCACATACAACACCGCA; d- CYP26B1-S: TGTTGTGGGGCTAAGCAGAC, d-CYP26B1-AS: GCATAGTCCTTGCCCTGTGT. After washing, samples were incubated with anti-digoxigenin-AP secondary antibodies at 4 °C overnight. Color was detected using the Promega NBT/BCIP substrate.

### RNA sequencing and data analysis

To gather transcriptome profiles from male sail and flight feathers, we plucked feathers in two regions (remex 11 and 12 of both wings) from two male individuals during breeding season. Then, these four regenerated feathers were collected around four weeks and dissected to separate epithelium and pulp before RNA extraction.

In the eight samples, each group had two biological replicates. Total RNAs were extracted using the standard Trizol extraction protocol (Cat #15596026, Invitrogen). 1 µg of total RNA from each sample was used to construct an RNA-seq library using the TruSeq RNA Prep Kit v2 (Cat #RS-122–2001/-2002, Illumina). Libraries were prepared from epithelium and mesenchyme using the standard protocol^52^. Sequencing (75 nucleotide single read) was performed using Hi-seq 2000 or NextSeq 500 platform at the USC Molecular Genomic Core (MGC). The alignment, quantification, normalization, and differential expression analysis were performed by STAR 2.4.1d^53^, HTSeq-count 0.6.0^54^, TMM^55^, and edgeR^56^, respectively.

### Gene ontology analysis

The pathway enrichment analysis was generated through the use of Ingenuity Pathway Analysis (IPA, QIAGEN Inc.) and Partek Genomics Suite software, version 6.6, build 6.14.0514 (Partek Inc.).

### Chromatin Immunoprecipitation

To collect ChIP-seq samples from sail and flight feathers, we plucked feathers from two regions (remex 11 and 12 of both wings) of four individuals (two males and two females) during breeding season. Then, these eight regenerated feathers (approximately 4–5 cm in length) were collected four weeks after plucking.

We employed ChIP-seq to map whole-genome chromatin signatures with antibody to histone acetylation: H3K27ac (ab4729, Abcam). We collected samples from the epithelium and mesenchyme at 4 weeks after plucking. Input DNA was used as background controls. For ChIP-Seq analysis, we used bowtie2^57^, macs2^58^, bedtools, and deepTools^53^ for alignment, peak calling, manipulation, and visualization, respectively. Motif Prediction was determined using the HOMER findMotifsGenome command^59^. Identification of differential ChIP-seq peaks was determined using DiffBind (differential binding analysis) using Score Column = 5; FDR Threshold = 0.05. Peaks were mapped to the Mandarin duck genome. In total, eight samples were sequenced and analyzed for H3K27ac ChIP-seq.

### ELISA

Blood testosterone and estradiol levels were detected by ELISA assays following the manufacturer’s instructions (Item NO.582701 for T and Item NO.582251 for E2, Cayam, MI, USA). Blood was taken over the course of 42 months from 5 to 14 male and 5–10 female Mandarin ducks as birds were lost and replaced. Briefly, serum was obtained by centrifuging the collected blood at 3,000 rpm for 15 min at 4 °C. 50 µl of sample or standard serum in duplicate were analyzed. Once the tracer and antiserum were mixed, the ELISA plates were rotated at room temperature for 1 h (E2) or 2 h (T). The plates then were washed and placed in a dark, shaking incubator with Ellman’s reagent at room temperature for 60–90 min. Data was acquired with an ELISA plate reader at wavelengths between 405 and 420 nm. Hormone levels were calculated in relation to a standard concentration curve.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

## Data Availability

The Mandarin duck reference genome ^60^ was deposited in NCBI under BioProject accession PRJNA787744. The next-generation sequencingdatasets generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO). Bulk RNA-seq data are available underaccession GSE308466, and H3K27ac ChIP-seq data are available under accession GSE308467. All datasets will be publicly accessible uponpublication.

# Supplementary material for: Sexually dimorphic sail feathers in the Mandarin duck as a model for lifelong developmental modulation
**Source:** Sci Rep. 2025 Oct 21;15:36593. doi: 10.1038/s41598-025-20446-3
**Supplement:** Supplementary file 5 — Supplementary Material 5

Fig. S1

Male wing during breeding season

Female wing during breeding season

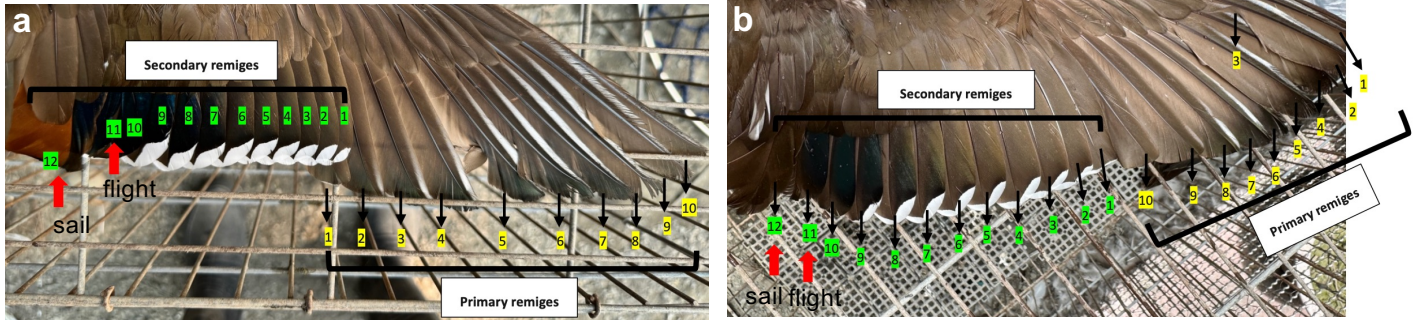

Fig. S1. The positions and morphology of secondary flight feathers in the Mandarin ducks used in this study. Ten primary flight feathers (#1-10, yellow) and twelve secondary flight feathers (#1-12, green) on one side of each wing were numbered. Male (a) and female (b) wing plumage during breeding season. The samples collected in this study (indicated by arrows) include the “sail feather” from the 12th secondary remex (remex 12) and “flight feather” from the 11th secondary remex (remex 11).

Fig. S2

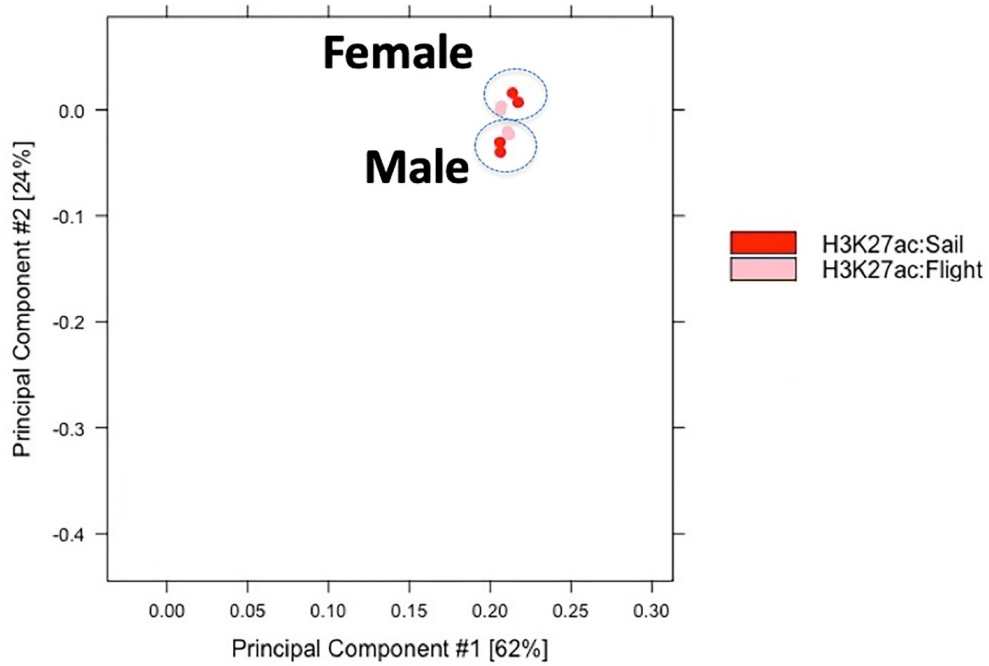

Fig. S2. Principle component analysis (PCA) of H3K27ac ChIP-seq data for male vs. female sail and flight feathers. Four groups of samples (female sail, female flight, male sail, and male flight feathers) were analyzed, with two biological replicates for each group. Sail of flight feathers were not clustered together; instead, feather tissue from females and males are separated by dashed lines.

How the deposited data were processed for this re-analysis (not part of the article)

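RNA from growing sail feathers (remex 12) of male Mandarin ducks was sequenced about 4 weeks after plucking. The 8 libraries cover medial brown vane epithelium, lateral blue vane epithelium, medial brown vane pulp and lateral blue vane pulp, with 2 libraries each. The paper's methods also name the neighbouring flight feather among those plucked for RNA-seq; the labels name the sail feather alone and were followed here, and whether flight feather tissue was included is not settled. The labels call the libraries independent biological replicates and the paper's methods name 2 males; which male and wing each library came from is not in the sources used here. The authors' processing, as the submitters describe it, aligned single reads of 75 nucleotides with STAR 2.4.1d, counted them with HTSeq 0.6.0 and compared brown with blue within each tissue with edgeR. The paper's methods name 2 sequencer models, and which library was run on which is not in the sources used, so a batch was not tested. Whether the edgeR comparison paired the vanes of a feather or a male was not found there either.

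The deposited files are 2 tables of the authors' own comparisons, with log2 values (logFC, log2 of medial brown over lateral blue, and logCPM, log2 of the average CPM, the read count scaled to library size) that the authors computed. The same deposited tables hold the authors' p-value values (P) and adjusted values (FDR, the q-value values) for each gene model at P under 0.05. The sign of logFC was checked against the directions that the paper states for its named genes. The tables hold 0 columns of values per library, so the depth per library, the spread between replicates and any interval that needs them are unknown, and no test across libraries was run here. Each P rests on a comparison of 2 libraries with 2. Gene models are named by the authors' annotation and many carry no symbol; with no genome or annotation at hand, no position, length or further name was given.

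The following were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Gene models were counted by direction at P under 0.05 and at FDR under 0.05. The number of genes tested was obtained as FDR times rank over P wherever the FDR was not tied, since the Benjamini-Hochberg procedure fixes that product; 59 ranks of the epithelium table and 3 of the pulp table gave 12419 and 13397. Folds are 2 to the power of the absolute logFC, average CPM are 2 to the power of logCPM, and the number of genes that chance would place at a P is that P times the number tested. This number assumes that P are evenly spread without an effect, which P in the pulp were not and which could not be checked in the epithelium. Directions within a table were compared with equal shares by a two-sided exact binomial test.

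Gene lists (32 lists, 1341 symbols: pathways, complexes, cell type markers and the paper's own genes) were written before the deposited tables were read, but after the paper's Tables S1 and S2, and Table S1 holds the same logFC values as the deposited epithelium table. Some members entered because they had been seen there, and members that were not typical of a list were taken out before the deposited tables were read, so the lists are not independent of the values. The other tests and alternatives were planned at that same point, except for those chosen after the results had been seen. The exceptions are the tests of explanations and those limited to neighbours with different symbols or to lists without the paper's genes. The counts against the paper's ChIP-seq peaks and the comparison of the tissues' shares by direction were also chosen after the results had been seen. For each list with at least 5 symbols in a table, the share higher in the medial brown vane was compared with that of the other named genes by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 21 comparisons. Genes within a list are not independent replicates. A count adjusted over the list alone takes the authors' P of each member and adjusts it over all members, those not in the table counting as P of 0.05 or more. Since some members were picked for being in the table, such a count is not a valid measure of significance.

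Named genes are every gene that the paper names in its RNA-seq results, every gene model with a symbol at FDR under 0.05, gene models in both tables, the ends of each table's logFC range and up to 4 members with the lowest P of each list; this rule too was written after those tables had been read. Gene models with consecutive identifiers, and gene models that share a symbol, were compared in direction against 10000 seeded shuffles of the directions (one-sided). Identifiers followed position in 72 of the 72 steps between gene models of Tables S3 and S4 that lie on the same scaffold.

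The tests were tested on 200 simulated tables each, made by redrawing each gene model's direction at random at the table's share. These independent draws leave out the likeness of neighbours, of shared symbols and of genes within a list, and the picking of list members from the values. With no effect, the list test gave an unadjusted p under 0.05 in 2.35% of single list comparisons of the epithelium and 2% of those of the pulp. The neighbour test did so in 3.5% and 1.5% of tables, and the shared symbol test in 5% of tables of the epithelium. Planted effects were found in 100% of tables by each test except the neighbour test in the pulp, which found 15.5%. The effect planted for the list test lay on the medial brown side, so the list test's power toward the lateral blue side was not tested. Alternatives covered the thresholds, filters on logCPM and logFC, distinct symbols in place of gene models, and the distance between neighbours. The ChIP-seq, ELISA, morphology and in situ hybridization experiments were left out, since the 2 tables hold none of their values.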

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

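All the tests of explanations in this part were chosen after the results had been seen, while the counts of neighbouring gene models and of gene models in both tables were planned once the paper's Tables S1 and S2 had been read.

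HPGDS stood out because it differed in opposite directions in the 2 tissues, with a logFC of -2.78 in the epithelium and 3.59 in the pulp in the authors' deposited tables. The larger of its 2 P-values, 0.000865 in the authors' table, bounds a test that the effects have opposite signs; it is not adjusted for the number of genes compared. ZNF750, an epithelial transcription factor, had -1.88 and 2.78 (larger of the authors' P-values 0.0335), and AEBP1, a matrix protein of fibroblasts, had 2.45 and -1.78 (larger of the authors' P-values 0.0428). An adjustment over all genes was not made for the opposite signs of these 3, and the paper does not discuss the last 2. The authors' FDR in the epithelium was 0.262 for HPGDS, 0.691 for ZNF750 and 0.582 for AEBP1. In the pulp none of the 3 had an FDR under 0.05 either. Cell markers differed beside them: all 4 listed epithelial markers in the pulp table, ZNF750 among them, were higher in the medial brown vane, and 4 of 5 fibroblast and matrix genes in the epithelium table, AEBP1 among them, were too. HPGDS was at 905 average CPM in the epithelium and 58.6 in the pulp. Its identifier lies between those of SMARCA2 and OPN4-1, both also higher in the lateral blue vane of the epithelium. Tissue carried over between epithelium and pulp was not tested for HPGDS, ZNF750 and AEBP1 and stays open.

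The paper does not discuss by name 18 of the 22 epithelial gene models at an FDR under 0.05 and 1 of the 2 in the pulp. In the epithelium they include TNNC1, MMP16, ACVRL1 and HMCN1, higher in the medial brown vane, and GKN2, ATP2B1 and TJP1, higher in the lateral blue vane. A further 9 of them, and the pulp gene model, carry no symbol.

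All 7 endothelial markers in the epithelium table, and 4 of 5 pericyte and smooth muscle markers (Fisher's exact test, adjusted p = 0.0666), were higher in the medial brown vane. The pulp carries vessels, so pulp tissue carried over into the medial brown epithelium may account for this. If so, listed markers of fibroblasts, cartilage, immune, neural and red blood cells should also be higher there: of the 16 in the table, with CXCR4 left out as also an endothelial marker and 0 of the 25 red blood cell markers among them, 8 were, or 50%, against 30.6% of the other named genes (two-sided Fisher's exact test, p = 0.107), which leaves carry-over open. The most abundant of the 16, SYNPR and KIF1A at 76.0 and 74.0 average CPM, had a logFC of -2.85 and -2.12 in the authors' deposited table, and ALOX5 at 57.9 had 1.97. A difference in the vessels next to the medial brown vane stays open as well, as untested; the 2 cannot be told apart without values per library, and the lists held genes seen in Table S1 (1 of the 7, ENG, is named by the paper).

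Gene models with neighbouring identifiers mostly had the same direction in the epithelium, in 66 of 72 pairs (91.7%) against a mean of 53.9% in shuffled tables. The excess of genes higher in the lateral blue vane is kept in the shuffles, and they never reached this share (highest 73.6%; one-sided permutation p = 0.0001, the smallest the shuffles can give), which argues against that excess as the cause. Pieces of a single gene annotated as separate gene models may account for the pairs with a shared symbol or without symbols. In the 27 pairs with different symbols 23 had the same direction (85.2%, one-sided permutation p = 0.0008). Pieces under a shared symbol do not account for these pairs, but pieces that were given different symbols could, so the test cannot exclude them. Transcripts that run on into the next gene, misplaced symbols and regulation shared by neighbouring genes in the 2 vanes stay open, as untested. The run of MFSD12, HMGB2, CASK and TSHR, which holds 3 gene models at an FDR under 0.05, is part of this pattern.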

How the results depend on the processing

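Of the tests in this part, those limited to neighbours with different symbols and to lists without the paper's genes were chosen after seeing the data; the others were set before the deposited tables were read but after the paper's Tables S1 and S2, so values had been seen. No paired analysis was possible because the tables hold no values per library. Leave-one-out, the replicate number as a block, DESeq2 in place of edgeR and no filter on low counts were not run for the same reason, so no result here was tested for dependence on a single library.

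Stricter thresholds list fewer genes by construction: at P under 0.01 the epithelium has 203 gene models and the pulp 18, and with an absolute logFC of at least 2 the epithelium has 485. At an FDR under 0.01 the epithelium has 13 and by Bonferroni 11. Counted as distinct symbols, which drops unnamed gene models, the epithelium has 499 at P under 0.05 and 13 at an FDR under 0.05, and the pulp 1 at an FDR under 0.05. The share of the epithelium higher in the lateral blue vane reversed at an FDR under 0.1, to 36% (exact binomial p = 0.230), and that of the pulp was 100% of 2 gene models (exact binomial p = 0.5); the cause was not tested. Of the 8 lists past the threshold, 2 were past it at P under 0.02, endothelial markers (Fisher's exact test, adjusted p = 0.00941) and RNA splicing (0.00217), 5 were not, with fewer genes tested, and the hormone receptor list had too few symbols for the test. Matched by symbols, 12 genes were in both tables, 5 in the same direction and 7 in the opposite (exact binomial p = 0.774). In the pulp, neighbours at most 2 and at most 3 steps apart had the same direction in 100% of pairs (permutation p = 0.0476 and p = 0.0278), against a permutation p of 0.0786 for adjacent identifiers.

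Of 74 alternative values for single lists, 66 kept their direction and side of the threshold, 6 were weaker, 2 stronger and 0 reversed. Counted over all gene models, the adjusted p of cell cycle genes was 0.0564, of keratinization genes 0.0149 and of BMP and TGF-beta genes 0.0322 by Fisher's exact test. For keratinization that count takes in 3 neighbouring gene models of cPAD2, so they are not distinct genes. Without the genes that the paper names, the list of its growth genes is empty and the hormone receptor list had too few symbols for the test; the other 6 lists stayed past the threshold. Depth is unknown, so what it limits could not be computed.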

Differences from the paper's values

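No test in this part was chosen after the results had been seen. The 23 values that the paper states for these comparisons were compared with the deposited tables, and 0 of them differ.

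The paper's Discussion places FGF18 on the lateral blue side, while the authors' deposited table for the pulp gives it a logFC of 2.71, higher in the medial brown vane, as the paper's results also state. The Discussion places HPGDS and MLANA with POMC on the lateral side. The authors' deposited table for the pulp gives HPGDS 3.59 and MLANA 2.73, higher in the medial brown vane, and POMC -5.50, higher in the lateral blue vane; HPGDS in the epithelium, at -2.78, is higher in the lateral blue vane. All 784 logFC values of Table S1 are equal to those of the deposited epithelium table within 0.0001. The counts printed in Fig. 1h match those computed here.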

Other observations

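The comparisons of lists and of shared symbols in this part were planned once the paper's Tables S1 and S2 had been read, while the counts against the paper's ChIP-seq peaks and the comparison of the 2 tissues' shares were chosen after the results had been seen. Beyond the groups described at the paper's statements, genes of ribosome biogenesis lay mostly on the lateral blue side of the epithelium, 22 of 25 (two-sided Fisher's exact test, adjusted p = 0.0633), with 6 of the 25 passing adjusted over the list alone and 0 over all genes tested. The authors' deposited table gives a logFC of -2.68 for SURF6 and -2.62 for MPHOSPH10, nucleolar proteins of ribosome assembly. All 8 genes of tight junctions and cell polarity were higher in the lateral blue vane (Fisher's exact test, adjusted p = 0.0870), 3 adjusted over the list alone and 1, TJP1, over all genes tested. The authors' deposited table gives -3.43 for PARD3 and -2.70 for DLG1, polarity scaffolds; DLG1 has 5 gene models in the table, of which 2 were higher in the medial brown vane, and that with the lowest P stands for the symbol. Genes of keratinization went the other way, 4 of 5 being higher in the medial brown vane (Fisher's exact test, adjusted p = 0.0666; 0.0149 when all gene models are counted), 2 adjusted over the list alone and 0 over all genes. The authors' deposited table gives 4.23 for cPAD2, a peptidylarginine deiminase, and 3.56 for CASP17, a caspase. The count of all gene models takes in 3 of cPAD2 with consecutive identifiers, all higher in the medial brown vane. Its lower p is therefore not stronger evidence about distinct genes. Of the 5 dermal fibroblast and matrix genes, 4 were higher in the medial brown vane. The authors' deposited table gives 2.74 for COL5A1 and, in the lateral blue direction, -4.35 for COL14A1. These lists were written after Tables S1 and S2 had been read, so neither their directions nor their counts adjusted over the list alone are independent evidence.

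Several gene models often carry 1 symbol in this annotation. Of 111 pairs of epithelial gene models with a shared symbol, 90 had the same direction (81.1%, against 56.5% in shuffled tables; one-sided permutation p = 0.0001, the smallest the shuffles can give). Of 46 such symbols, 37 had a single direction and 9 had both. HMCN1 has 6 gene models in the table, 4 higher in the medial brown vane and 2 in the lateral blue vane, from -2.66 to 5.13 in the authors' deposited table. All 5 gene models of MACF1, a cytoskeletal linker, were higher in the lateral blue vane, and all 3 of SLIT2, a guidance cue, were higher in the medial brown vane.

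The paper cites its Tables S3 and S4 for ChIP-seq of sail against flight feathers, not of brown against blue vanes. Of 99 gene models that Table S3 pairs with peaks of males, 3 are in the epithelium table (BCL2L1, EPB41L3 and LAMB2). Of 95 in Table S4 for females, 1 is (MYOZ2), and 0 of either are in the pulp table. Of all genes tested in the epithelium, 6.31% are in its table, and neither count exceeds that share. The share of gene models higher in the lateral blue vane was 64.0% in the epithelium and 72.5% in the pulp (two-sided Fisher's exact test, p = 0.142).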
